# *Xenopus* Hybrids Provide Insight Into Cell and Organism Size Control

**DOI:** 10.3389/fphys.2018.01758

**Published:** 2018-12-04

**Authors:** Romain Gibeaux, Kelly Miller, Rachael Acker, Taejoon Kwon, Rebecca Heald

**Keywords:** *Xenopus laevis*, *Xenopus tropicalis*, hybrid, biological scaling, zygotic genome activation

## Abstract

Determining how size is controlled is a fundamental question in biology that is poorly understood at the organismal, cellular, and subcellular levels. The *Xenopus* species, *X. laevis* and *X. tropicalis* differ in size at all three of these levels. Despite these differences, fertilization of *X. laevis* eggs with *X. tropicalis* sperm gives rise to viable hybrid animals that are intermediate in size. We observed that although hybrid and *X. laevis* embryogenesis initiates from the same sized zygote and proceeds synchronously through development, hybrid animals were smaller by the tailbud stage, and a change in the ratio of nuclear size to cell size was observed shortly after zygotic genome activation (ZGA), suggesting that differential gene expression contributes to size differences. Transcriptome analysis at the onset of ZGA identified twelve transcription factors paternally expressed in hybrids. A screen of these *X. tropicalis* factors by expression in *X. laevis* embryos revealed that Hes7 and Ventx2 significantly reduced *X. laevis* body length size by the tailbud stage, although nuclear to cell size scaling relationships were not affected as in the hybrid. Together, these results suggest that transcriptional regulation contributes to biological size control in *Xenopus*.

## Introduction

Biological size control and scaling are important and fundamental features of living systems. However, the molecular mechanisms that control size at the organism, cell, and subcellular levels are poorly understood. The frog *Xenopus* has emerged as a powerful system to explore nuclear and spindle size differences that occur between related species with different-sized eggs (Levy and Heald, 2010; Loughlin et al., 2011; Kitaoka et al., 2018), as well as subcellular scaling during early development, when cleavage divisions cause a rapid reduction in cell size (Good et al., 2013; Wilbur and Heald, 2013). We therefore set out to investigate whether *Xenopus* frogs could also be used to study size control at the level of the cell and the whole organism.

Cell size correlates strongly and linearly with genome size in a myriad of different organisms (Mirsky, 1951; Gregory, 2001; Cavalier-Smith, 2005), and increases in genome copy number through polyploidy have been shown to increase cell size within tissues or cell types (Lee et al., 2009; Frawley and Orr-Weaver, 2015). However, the molecular link between genome size and cell size remains an open question. Although increases in ploidy may globally affect gene expression, work in unicellular organisms such as yeast suggests that the maintenance of scaling between genome size and cell size does not simply reflect gene dosage (Galitski et al., 1999; Neumann and Nurse, 2007; Marguerat et al., 2012). Furthermore, the correlation between genome size and cell size is independent of the proportion of the genome that codes for genes (Gregory, 2001; Cavalier-Smith, 2005; Taft et al., 2007). A number of factors involved in many different processes, such as growth, metabolism and protein synthesis, development, differentiation, and cell cycle regulation (Björklund et al., 2006) can influence cell size in a variety of organisms, from bacteria, to yeast, to *Drosophila*, to mammals (Marguerat and Bähler, 2012). Many of these genes are conserved and contribute to tissue and organ size in a variety of multicellular organisms, however, how they influence organism size, and how organism size feeds back to organ/tissue/cell size to attain homeostasis remains unclear.

Interestingly, in the related frog species *Xenopus laevis* and *Xenopus tropicalis*, the size of the genome, cells, and component subcellular structures scale with body size (Brown et al., 2007; Levy and Heald, 2010). Furthermore, the larger allotetraploid *Xenopus laevis* (6.2 × 10^9^ base pairs, *N* = 36 chromosomes, average body length 10 cm) and smaller diploid *Xenopus tropicalis* (3.4 × 10^9^ base pairs, *N* = 20 chromosomes, 4 cm in length) can hybridize. While fertilization of an *X. tropicalis* egg with a *X. laevis* sperm produces an inviable hybrid embryo that dies as a late blastula (Gibeaux et al., 2018), fertilization of an *X. laevis* egg with a *X. tropicalis* sperm (*l*_e_ × *t*_s_) produces a viable adult frog intermediate in genome size (*N* = 28 chromosomes) and body length between the two species (Narbonne et al., 2011). This viable hybrid thus provides a unique *in vivo* vertebrate model for investigating biological size control at the organismal, cellular, and subcellular levels.

In this study, we characterized size scaling in viable *l*_e_ × *t*_s_ hybrids and used this system to establish a novel screening method for candidate genes involved in size control to identify factors that affect the body size of the frog, as well as the scaling of its component cells and subcellular structures.

## Results

### Reduced Size in Viable *l*_e_ × *t*_s_ Hybrids

Whereas, cross-fertilization of *X. tropicalis* eggs with *X. laevis* sperm produces hybrid embryos that die during zygotic genome activation (ZGA), the reverse cross of *X. laevis* eggs and *X. tropicalis* sperm (*l*_e_ × *t*_s_) results in viable hybrid embryos that possess genetic features of both *X. laevis* and *X. tropicalis* parents (Bürki, 1985; Lindsay et al., 2003; Narbonne et al., 2011; Elurbe et al., 2017; Gibeaux et al., 2018). Hybrid embryos progressed through tadpole, froglet, and adult stages (Figures 1A,B), although with significant morbidity. Using standard husbandry conditions for *X. laevis*, only four adults were obtained from hundreds of embryos in two separate attempts to generate *l*_e_ × *t*_s_ hybrid frogs. Early development in the *l*_e_ × *t*_s_ hybrid proceeded normally according to Nieuwkoop and Faber staging (Nieuwkoop and Faber, 1994) until the end of neurulation, and at a similar rate compared to wild type *X. laevis* embryos (Figure 1C, Supplementary Movie S1). However, by the tailbud stage, body length was significantly decreased in *l*_e_ × *t*_s_ hybrids (Figure 1D). Relative shortening of body length continued, although development remained similar to *X. laevis*, and both hybrid and control animals initiated metamorphosis with the same timing (Figure 1E). As soon as metamorphosis was complete, size scaling stopped and the body length of both the *l*_e_ × *t*_s_ hybrid and *X. laevis* froglets increased at the same rate, retaining the difference in size (Figure 1F). Strikingly, in adult hybrid frogs, both cell and nuclear size of erythrocytes was reduced (Figure 1G). Since the hybrid genome (28 chromosomes) is smaller than the *X. laevis* genome (36 chromosomes), these observations are consistent with genome size-dependent scaling at the organism, cellular, and subcellular levels.

**Figure 1:**
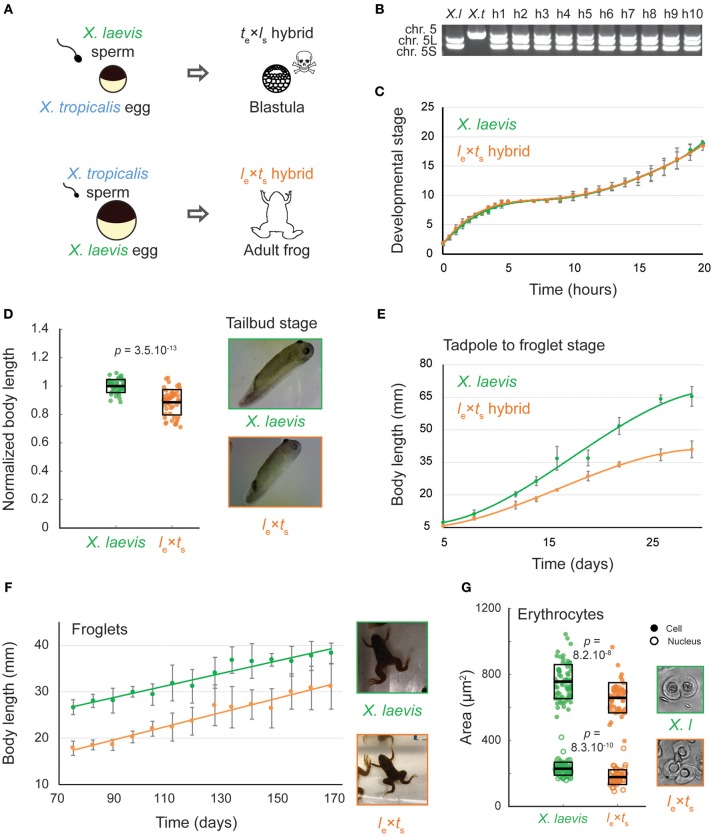
Growth and development of *Xenopus l*_e_ × *t*_s_ viable hybrids. **(A)** Schematic of developmental outcomes of *Xenopus laevis* and *Xenopus tropicalis* cross-fertilization. **(B)** Agarose gel electrophoresis showing PCR amplification of 2 genomic loci in *X. laevis* (*X. l*, on chromosomes 5L and S) and one locus in *X. tropicalis* (*X. t*, chromosome 5). H1-10 indicates 10 randomly chosen hybrid tadpoles tested, confirming the consistent presence of all 3 subgenomes in hybrids. **(C)** Developmental timing in *X. laevis* and *l*_e_ × *t*_s_ hybrid embryos. Average is plotted for each time point. Error bars show standard deviation. **(D)** Body length of tailbud stage *X. laevis* and *l*_e_ × *t*_s_ hybrids. Box plots show all individual body lengths. Thick line inside box = average length, upper and lower box boundaries = ±standard deviation (SD). *P*-value was determined by two-tailed heteroscedastic *t*-test. Representative images of tailbuds at identical scale are shown on the right. **(E)** Body length of tadpoles throughout metamorphosis for *X. laevis* and *l*_e_ × *t*_s_ hybrids. Average is plotted for each time point. Error bars show standard deviation. **(F)** Body length of *X. laevis* and *l*_e_ × *t*_s_ hybrid froglets. Average is plotted for each time point. Error bars show standard deviation. Representative images of froglets at identical scale are shown on the right. **(G)** Size of erythrocyte cells and nuclei in *X. laevis* and *l*_e_ × *t*_s_ hybrid adult frogs. Box plots show all individual cell or nuclear areas. Thick line inside box = average area, upper and lower box boundaries = ± SD. *P*-values were determined by two-tailed heteroscedastic *t*-test. Representative images of erythrocytes at identical scale are shown on the right.

### Nuclear to Cell Size Scaling in *l*_e_ × *t*_s_ Hybrids Is More Similar to That of *X. laevis* Haploids, Despite a Larger Genome Size

We wondered whether the scaling observed in hybrid embryos was due to the decrease in genome size, or if the paternal *X. tropicalis* genome also influenced size scaling. To examine the effect of altering genome size alone, we utilized haploid *X. laevis* embryos produced by fertilizing wild type *X. laevis* eggs with irradiated *X. laevis* sperm (Figure 2A). While the sperm DNA is inactivated and does not contribute to the genome of the offspring, the sperm centrosome induces embryonic development yielding haploid embryos containing only the *N* = 18 maternal genome (Hamilton, 1957). Haploid embryos developed normally to the tailbud stage, and at a similar developmental rate to wild type *X. laevis* embryos (Figure 2B, Supplementary Movie S2). However, by the tailbud stage, body length was significantly reduced in *X. laevis* haploids (Figure 2C). Haploid embryos never reach metamorphosis and stop developing as stunted tadpoles (Hamilton, 1963).

**Figure 2:**
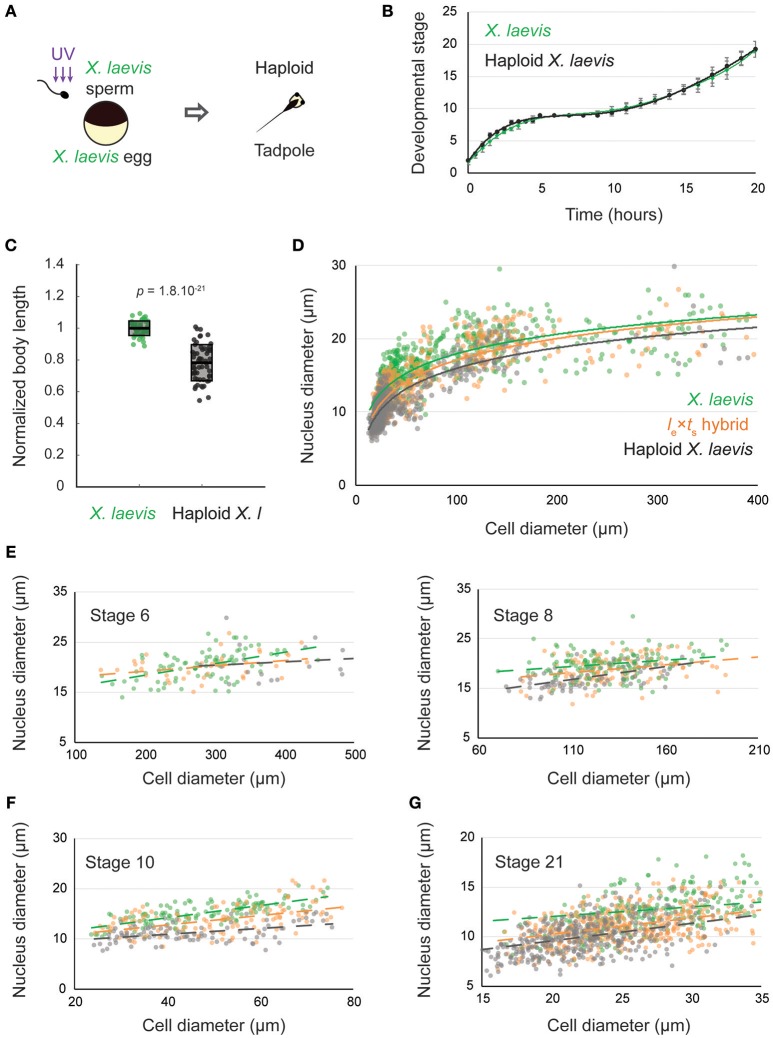
Nuclear to cell size relationships pre- and post-zygotic genome activation in *l*_e_ × *t*_s_ hybrids compared to *X. laevis* diploids and haploids. **(A)** Schematic of generation of haploid *X. laevis* tadpoles via UV irradiation of sperm. **(B)** Developmental timing in *X. laevis* and haploid *X. laevis* embryos. Average is plotted for each time point. Error bars show standard deviation. **(C)** Body length of tailbud stage *X. laevis* and haploid *X. laevis*. Box plots show all individual body lengths. Thick line inside box = average length, upper and lower box boundaries = ± SD. *P*-value was determined by two-tailed heteroscedastic *t*-test. **(D)** Nuclear diameter vs. cell diameter in *X. laevis, X. laevis* haploid, and *l*_e_ × *t*_s_ hybrid embryos. **(E)** Nuclear diameter vs. cell diameter in *X. laevis, X. laevis* haploid, and *l*_e_ × *t*_s_ hybrid embryos at developmental stages 6 and 8. **(F)** Nuclear diameter vs. cell diameter in *X. laevis, X. laevis* haploid, and *l*_e_ × *t*_s_ hybrid embryos at developmental stage 10. **(G)** Nuclear diameter vs. cell diameter in *X. laevis, X. laevis* haploid, and *l*_e_ × *t*_s_ hybrid embryos at developmental stage 21. For **(E–G)**, we ran an analysis of covariance (ANOCOVA test) to determine whether the nuclear to cell size scaling significantly depends on the embryo types. At stage 6, *p* = 0.132, at stage 8, *p* = 0.126, at stage 10, *p* = 2.558 × 10^−6^, and at stage 21, *p* = 1.110 × 10^−7^.

We then evaluated nuclear to cell size scaling relationships before and after ZGA, comparing *X. laevis, l*_e_ × *t*_s_ hybrids and haploid *X. laevis* embryos (Figures 2D–G). Interestingly, no difference in the nuclear to cell size ratio was observed at early stages (6 and 8) among the 3 embryo types (Figure 2E). However, we found that, from stage 10, haploid embryos possessed reduced nuclear sizes at similar cell sizes compared to *X. laevis* (Figure 2F). Consistent with their intermediate genome size (36 > 28 > 18 chromosomes), the scaling curve of hybrids fell between that of *X. laevis* and haploids. Strikingly however, by stage 21, nuclear to cell size scaling in hybrids was more similar to that of haploids than to wild type *X. laevis* (Figure 2G). Therefore, we hypothesized that upon ZGA, gene expression of the *X. tropicalis* paternal genome, rather than bulk genome size alone, contributes to the reduced size of *l*_e_ × *t*_s_ hybrids.

### Transcriptome Analysis Identifies 12 *X. tropicalis* Transcription Factors Expressed in Hybrids

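Polyadenylated RNA was sequenced from whole embryos of 4 groups, with 2 libraries in each group. The groups were *X. laevis* embryos, *l*_e_ × *t*_s_ hybrids made from *X. laevis* eggs and *X. tropicalis* sperm, the reciprocal *t*_e_ × *l*_s_ hybrids made from *X. tropicalis* eggs and *X. laevis* sperm, and *X. tropicalis* embryos. The paper places these embryos at stage 9, at which the embryo's own genome is starting to be transcribed and most RNA still comes from the egg, and the sample labels give 9 h post-fertilization. The libraries of every group are numbered 1 and 3. Reads were mapped by the authors to a combined database of *X. laevis* and *X. tropicalis* transcripts with no mismatch allowed, and a read that mapped to more than 1 target was ignored, so that each remaining read belongs to a transcript of 1 species. A read from a region identical in both species, or one carrying an allele that differs from the database, is lost under these settings. The authors estimated relative abundance with RSEM and deposited TPM, in which each library sums to about the same total, for 34647 transcripts, of which 20611 are *X. laevis* and 14036 are *X. tropicalis*. TPM summed to between 999146 and 999534 in the 8 libraries. TPM does not keep the number of reads, but the TPM that 1 read is worth can be compared between libraries at transcripts of very low TPM, where the ratios of 2 libraries fall on a few repeated values. From the commonest ratio over transcripts at 0.03 to 0.3 TPM, *X. laevis* replicate 3 held 1.13 times the reads of *X. laevis* replicate 1, *l*_e_ × *t*_s_ replicate 1 held 0.973 times and *l*_e_ × *t*_s_ replicate 3 held 0.439 times. In the same way, *X. tropicalis* replicate 3 held 0.323 times the reads of *X. tropicalis* replicate 1, and *t*_e_ × *l*_s_ replicates 1 and 3 held 1.52 and 1.12 times. The comparison of *l*_e_ × *t*_s_ with *X. laevis* embryos used these 4 libraries alone. The deposited TPM were put on the scale log2(TPM + 1), transcripts at a TPM of 1 or more in at least 2 of the 4 libraries were kept, and limma's moderated test was applied with the Benjamini-Hochberg adjustment over both species together. A log2 difference on this scale understates the change of a transcript of low TPM. The authors ran edgeR on their reads, which cannot be repeated from TPM, and the cutoffs of their test, a fold change above 2 and a false discovery rate under 0.05, were kept.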

To identify paternal *X. tropicalis* genes that could contribute to size control in hybrid embryos at ZGA, we performed RNA sequencing and transcriptome analysis of embryos at stage 9. 

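In *X. laevis* embryos, which carry no *X. tropicalis* chromosomes, *X. tropicalis* transcripts held 0.293% of all TPM in replicate 1 and 0.332% in replicate 3 (0.312% ± 0.0272, SD, n = 2), which is the background against which the hybrid is read. In *l*_e_ × *t*_s_ embryos the share was 0.678% in replicate 1 and 1.02% in replicate 3 (0.849% ± 0.243, SD, n = 2). The replicates of *l*_e_ × *t*_s_ were farther apart than those of *X. laevis*, and the higher share of replicate 3 came from a few transcripts that also had signal in *X. laevis* embryos. A single transcript named *stim1* stood at 809 and 740 TPM in the *X. laevis* libraries and at 827 and 4987 TPM in replicates 1 and 3 of *l*_e_ × *t*_s_. The transcripts of *tnnt2* (107 and 754 TPM) and *ctsb* (137 and 357 TPM) were also higher in replicate 3 of *l*_e_ × *t*_s_, and these 3 transcripts were picked out after their values were seen. Leaving out the 10 most abundant *X. tropicalis* transcripts moved the *l*_e_ × *t*_s_ mean most, to 0.443% (0.528% in replicate 1 and 0.358% in replicate 3), against 0.193% in *X. laevis*. With both *l*_e_ × *t*_s_ libraries at 1 TPM or more and both *X. laevis* libraries under 1 TPM, 179 *X. tropicalis* transcripts were detected only in the hybrid. With the groups exchanged, 3 transcripts met the same condition. The 179 transcripts carry 144 gene symbols, and a further 21 of them have no name in the database. Their median TPM was 4.38 in *l*_e_ × *t*_s_ and 0.0495 in *X. laevis*. Some lay close to the cutoff on both sides and need not come from the paternal genome. An example picked after its values were seen is *plin2*, at 1.03 and 1.49 TPM in *l*_e_ × *t*_s_ and 0.822 and 0.658 TPM in *X. laevis*. A detection level of 5 TPM left 55 transcripts against 1 with the groups exchanged, and a level of 0.5 TPM gave 279 against 26. Without *l*_e_ × *t*_s_ replicate 3, 427 transcripts met the condition, and without *l*_e_ × *t*_s_ replicate 1, 328 did.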

We detected many tropicalis-derived paternally expressed genes in hybrid embryos. 

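The test of *l*_e_ × *t*_s_ against *X. laevis* embryos covered 17526 transcripts, 17044 of *X. laevis* and 482 of *X. tropicalis*. With limma and the Benjamini-Hochberg adjustment, 0 transcripts of either species were called in either direction, and the lowest adjusted p was 0.281. At an unadjusted p under 0.05 there were 209 transcripts. With a log2 difference above 1 as well, 159 *X. tropicalis* transcripts were higher in *l*_e_ × *t*_s_, 0 were lower, 44 *X. laevis* transcripts were lower and 1 was higher. Among the 482 *X. tropicalis* transcripts, 181 were more than 2-fold higher on the log2(TPM + 1) scale with both *l*_e_ × *t*_s_ libraries above both *X. laevis* libraries, and 0 were lower in that way. Among the 17044 *X. laevis* transcripts, 95 were lower and 6 were higher in that way. The filter itself fixes the order of 182 of the 482 *X. tropicalis* transcripts, those at 1 TPM or more in both libraries of one group and under 1 TPM in both of the other, and 25 of the 181 are outside these. Over all transcripts tested, whatever the fold, the libraries of the groups were apart for 54.4% of *X. tropicalis* and 18.7% of *X. laevis* transcripts. For 4 exchangeable libraries chance gives 33.3%, but the filter and the likeness of libraries that share a number both move that value, so these shares are not read against it. The spread between the replicates of a group was large, with a correlation across transcripts of 0.943 between the *X. laevis* libraries and 0.909 between the *l*_e_ × *t*_s_ libraries, against 0.979 and 0.964 between libraries of the 2 groups that share a number. Transcripts are not independent replicates, so these correlations carry no p-value. Of the alternatives tried, the fit with the replicate number as a block moved the counts most, to 114 *X. tropicalis* transcripts higher, 25 *X. laevis* transcripts lower and 2 higher in *l*_e_ × *t*_s_. Adjusting within each species gave 81 *X. tropicalis* transcripts higher and 0 *X. laevis* transcripts. The *X. laevis* transcript of *not* listed as TeperekTkacz201202_000158550 stood at 77.5 and 68.1 TPM in *X. laevis* replicates 1 and 3 (72.8 ± 6.7, SD, n = 2) and at 28.8 and 12.3 TPM in *l*_e_ × *t*_s_ (20.6 ± 11.7, SD, n = 2). Its log2 difference was -1.89 (standard error 0.447, adjusted p = 1 from limma with Benjamini-Hochberg adjustment, and 0.0148 with the replicate block). It is listed at 0 in both *X. tropicalis* libraries. The other *X. laevis* transcript of *not*, Chang2013_000109931, was more abundant and fell less. It stood at 139 and 121 TPM in *X. laevis* replicates 1 and 3, and at 92.5 and 107 TPM in *l*_e_ × *t*_s_.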

Differential expression analysis revealed one maternally expressed *X. laevis* gene that was significantly less abundant in the *l*_e_ × *t*_s_ hybrid (Figure 3A, Supplementary Table S1), and 41 paternally expressed *X. tropicalis* genes that were significantly more abundant in *l*_e_ × *t*_s_ hybrid, compared to *X. laevis* embryos (Figure 3B, Supplementary Table S1). Gene ontology (GO) term analysis of differentially expressed paternal genes revealed significant overrepresentation of the molecular function “DNA binding” (GO:0003677; 4.38-fold enrichment, with a 2.90e-3 false discovery rate), and of the biological process “transcription, DNA-templated” (GO:0006351; 4.65-fold enrichment, with a 3.93e-04 false discovery rate). Therefore, we conclude that transcriptional regulators with DNA binding functions are significantly enriched in paternally expressed genes in hybrid embryos. 

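The gene ontology annotation behind the paper's enrichment values was not used here, and gene symbols stand in for it. A symbol was taken as a transcription factor by its prefix, from a list of 169 prefixes such as *fox*, *sox*, *ventx* and *znf* that was written after Supplementary Table S1 had been read. Of the 426 named *X. tropicalis* symbols tested in *l*_e_ × *t*_s_ against *X. laevis* embryos, 58 (13.6%) were transcription factor symbols. With 0 transcripts called, no symbol entered the called group and the one-sided Fisher's exact test gave p = 1. With the replicate block, 41 of 88 called symbols (46.6%) were transcription factors, an odds ratio of 16.3 against the tested symbols that were not called (one-sided Fisher's exact test, p = 1.79e-19). With adjustment within each species, 33 of 63 called symbols were (52.4%, odds ratio 14.7, p = 1.09e-16 from the same exact test). The *X. tropicalis* transcripts listed in Supplementary Table S1, used as the called group in a comparison chosen after the data were seen, carry 30 named symbols, and 18 of them (60%) were transcription factors (odds ratio 13.2, p = 5.14e-10, one-sided Fisher's exact test). Zinc finger symbols beginning with *znf* made up 6 of those 30 against 10 of the 426 tested. Without them, 12 of 24 were transcription factors against 48 of 416 tested (odds ratio 9.79, p = 1.39e-06, the same exact test). Symbols of 1 gene family are not fully independent units. The tested transcripts include 181 *X. tropicalis* transcripts at 1 TPM or more in both *X. laevis* libraries. Their signal there is background, since *X. laevis* embryos carry no *X. tropicalis* chromosomes. The odds ratios therefore compare the called symbols in part with background, and they are not set beside the paper's enrichment values. From the terms overrepresented among its own differentially expressed paternal genes, DNA binding and DNA-templated transcription, the paper concludes that DNA-binding transcriptional regulators are enriched among the genes expressed from the paternal genome in the hybrid.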

To finalize our list of candidates, we used Xenbase (James-Zorn et al., 2012; Karimi et al., 2018) to validate the transcription factor function of the candidate genes. 

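Of the transcripts in Supplementary Table S1, 13 *X. tropicalis* transcripts belong to 12 genes that the paper took for its screen. The deposited TPM of the 42 transcripts in that table match the values printed there, with 168 of 168 equal within 0.005 TPM. The 13 transcripts stood between 4.81 and 83.7 TPM in the *l*_e_ × *t*_s_ libraries. In the *X. laevis* libraries 7 of them are listed at 0 in both, *sox3* stood at 1.80 and 2.18 TPM in replicates 1 and 3, and the others reached at most 0.438 TPM. The transcript of *not* stood at 83.5 TPM in *l*_e_ × *t*_s_ replicate 1 and 44.3 TPM in replicate 3, a log2 difference from *X. laevis* of 5.77 (standard error 0.429, adjusted p = 0.281 from limma with Benjamini-Hochberg adjustment). For *klf17* the *l*_e_ × *t*_s_ values were 83.7 and 33.6 TPM, for *hes7* 63.6 and 28.3 TPM, for *id3* 65.8 and 17.6 TPM, and for *foxi4* 52.6 and 21.8 TPM. The transcript named *esr10* stood at 43.7 and 21.8 TPM, *oct25* at 38.5 and 22.6 TPM, *sox3* at 45.2 and 27.4 TPM (log2 difference 3.60, standard error 0.385, adjusted p = 0.295 from the same limma test) and *tgif2* at 21.7 and 7.03 TPM. The first of the transcripts of *ventx2*, Tan201204_XENTRc1st10_000025509, stood at 31.0 and 13.4 TPM, and the second, Tan201204_XENTRc2st11_000020250, at 15.4 and 6.39 TPM. The transcript of *mix1* stood at 16.6 and 4.81 TPM and had the lowest mean of the 13 in *l*_e_ × *t*_s_. Of the 13 transcripts, 12 were higher in *l*_e_ × *t*_s_ replicate 1 than in replicate 3, by 1.65-fold for *sox3* to 3.74-fold for *id3*. The exception was *sia2*, at 16.1 TPM in replicate 1 and 20.7 TPM in replicate 3. For each of the 13 the lower *l*_e_ × *t*_s_ value exceeded the higher *X. laevis* value. A permutation of 2 libraries against 2 cannot give a two-sided p under 0.333. The log2 differences of the 6 transcripts above 0 in an *X. laevis* library lay between 3.60 and 5.77. For the 7 listed at 0 in both, the difference is set by the pseudocount and no fold is given. With limma's p adjusted over all transcripts tested, 0 of the 13 were called, with adjusted p between 0.281 and 1. When adjusted over the list alone, all 13 were called (adjusted p between 0.000316 and 0.00311), which is not independent evidence because the paper chose the list on these libraries. With the replicate block all 13 were called over all transcripts tested, with adjusted p between 9.7e-05 and 0.00333, and with adjustment within each species all 13 were called as well. Leaving out a *l*_e_ × *t*_s_ library took 12 of the 13 below the filter of 1 TPM in at least 2 libraries, so that only *sox3* kept a value. In *X. tropicalis* embryos the same transcripts were more abundant for most, and 11 of the 13 stood in both *l*_e_ × *t*_s_ libraries below both *X. tropicalis* libraries. The mean in *l*_e_ × *t*_s_ was 2.25% of the mean in *X. tropicalis* for *sox3* and 73.9% for *esr10*, the lowest and highest of the 13. *X. tropicalis* embryos can also hold such transcripts from the egg, which *l*_e_ × *t*_s_ embryos cannot. These percentages therefore do not measure how strongly the paternal genome was transcribed.

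**Figure D1:**
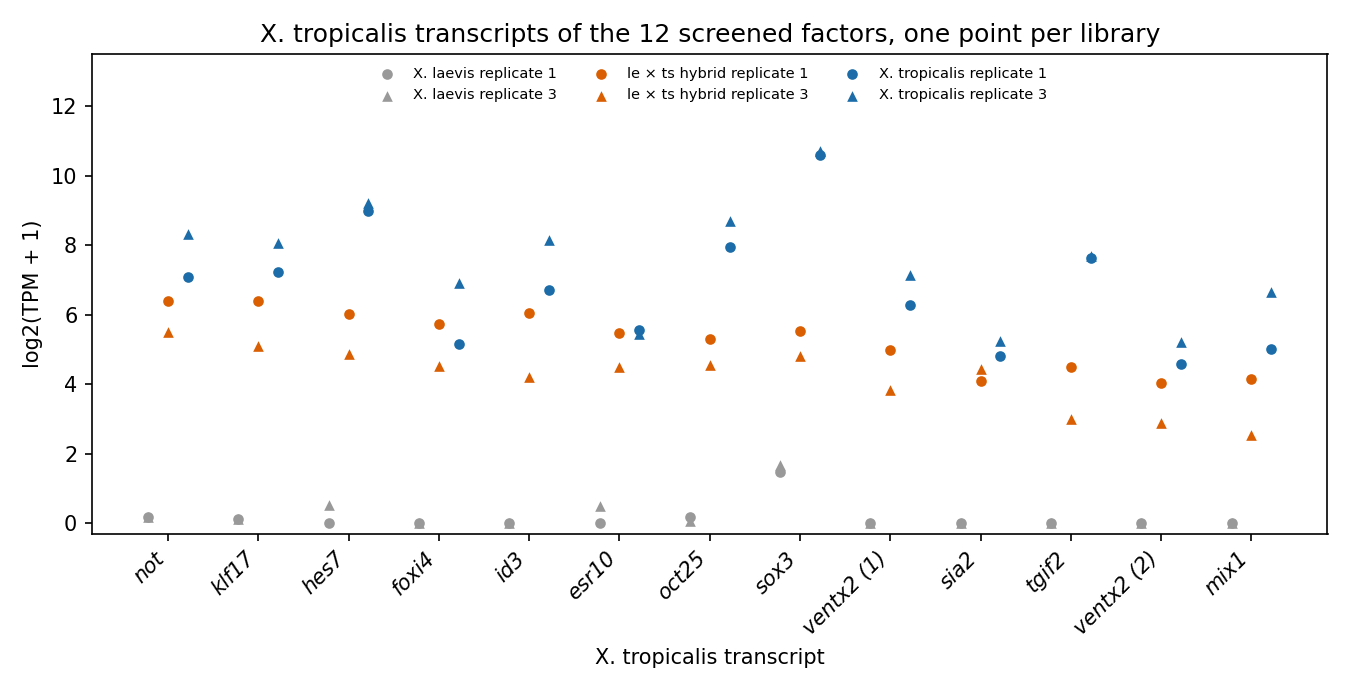
TPM of the 13 *X. tropicalis* transcripts on the scale log2(TPM + 1), with 1 point per library for replicates 1 (circles) and 3 (triangles) of *X. laevis*, *l*_e_ × *t*_s_ and *X. tropicalis* embryos. The *X. laevis* points lie at or near 0 apart from *sox3*, and the *l*_e_ × *t*_s_ points lie between 4.81 and 83.7 TPM.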

From this, we set out to screen the following 12 transcription factors, Ers10, Hes7, Mix1, Ventx2, Foxi4, Sox3, Tgif2, Klf17, Sia2, Id3, Not, and Oct 25 as potential paternal scaling factors.

**Figure 3:**
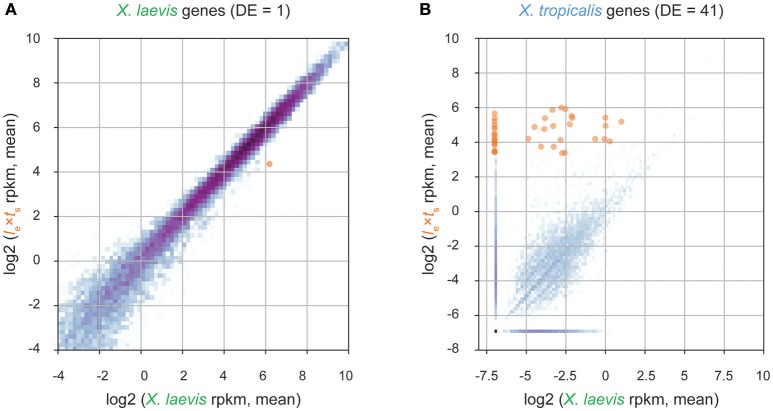
Transcriptome analysis of *l*_e_ × *t*_s_ hybrid embryos at the onset of zygotic genome activation. **(A)** Differential expression analysis of *X. laevis* maternal genes in stage 9 *l*_e_ × *t*_s_ hybrid vs. *X. laevis* embryos. **(B)** Differential expression analysis of *X. tropicalis* paternal genes in stage 9 *l*_e_ × *t*_s_ hybrid vs. *X. laevis* embryos. For both figures, RNA-seq reads are mapped to a database of combined *X. laevis* and *X. tropicalis* transcriptomes and significantly differentially expressed genes (DE; fold-change >2 and false discovery rate < 0.05) are marked in orange (see section Materials and Methods for more information).

### *X. tropicalis* Transcription Factors Hes7 and Ventx2 Reduce Body Length in Tailbud Stage *X. laevis* Embryos

To test whether identified candidate transcription factors were responsible for reducing the size of hybrid embryos, we mimicked overexpression of each transcription factor (as in the *l*_e_ × *t*_s_ hybrid) by microinjecting mRNA encoding each *X. tropicalis* candidate gene into fertilized one-cell *X. laevis* embryos. Cell and nuclear size were assessed in embryos fixed for immunofluorescence around the time of ZGA (10 h post-fertilization, ~ stage 10) and several hours post ZGA (24 h post-fertilization, ~ stage 21). Head to tail body length was measured at late tailbud stage, 48 h post-fertilization (Figure 4A). Two candidate transcription factors, Hes7 and Ventx2, significantly reduced overall body length (Figures 4B,C). Interestingly, the body length of embryos injected with Hes7 or Ventx2 was not significantly different from the body length in the *l*_e_ × *t*_s_ hybrid (*p* = 0.64 and *p* = 0.48, respectively; two-tailed heteroscedastic *t*-test). It is not clear whether this effect is due to the level of overexpression, or to sequences differences between *X. laevis* and *X. tropicalis* proteins. Sequence comparisons revealed that *X. laevis* homeologs from L and S chromosomes share approximately 90% similarity, while the *X. tropicalis* Ventx2 and Hes7 from *X. tropicalis* are ~85% similar to the *X. laevis* proteins (Supplementary Figures S1A,B). The reduction in body length was however not accompanied by a change in nuclear to cell size scaling relationships as significant as that observed in the *l*_e_ × *t*_s_ hybrid (Supplementary Figures S2A,B). To test whether co-expression of both genes had an additive or synergistic effect, Hes7 and Ventx2 were co-injected. This caused embryo death (27.39 ± 9.25% lethality on average) with viable embryos more similar in size distribution to Ventx2 than to Hes7-injected embryos (Supplementary Figure S2C; *p* = 0.18 and *p* = 0.04, respectively, two-tailed heteroscedastic *t*-test). We also observed significant embryo death in Sia2-injected embryos (to 100% by 48 h post-fertilization), preventing measurement at tailbud stage. Embryo death may be due to higher levels of Sia2 expression in injected embryos compared to the hybrid. However, neither nuclear nor cell size at stage 10 or 21 was altered as observed in hybrid embryos, indicating that death was not due to size scaling defects (Supplementary Figure S2D). Altogether, while the screen did not reveal factors that significantly affected cell and nuclear size, overexpression of either *X. tropicalis* Hes7 and Ventx2 resulted in a decrease in embryo size that could potentially contribute to organism size scaling in *l*_e_ × *t*_s_ hybrids.

**Figure 4:**
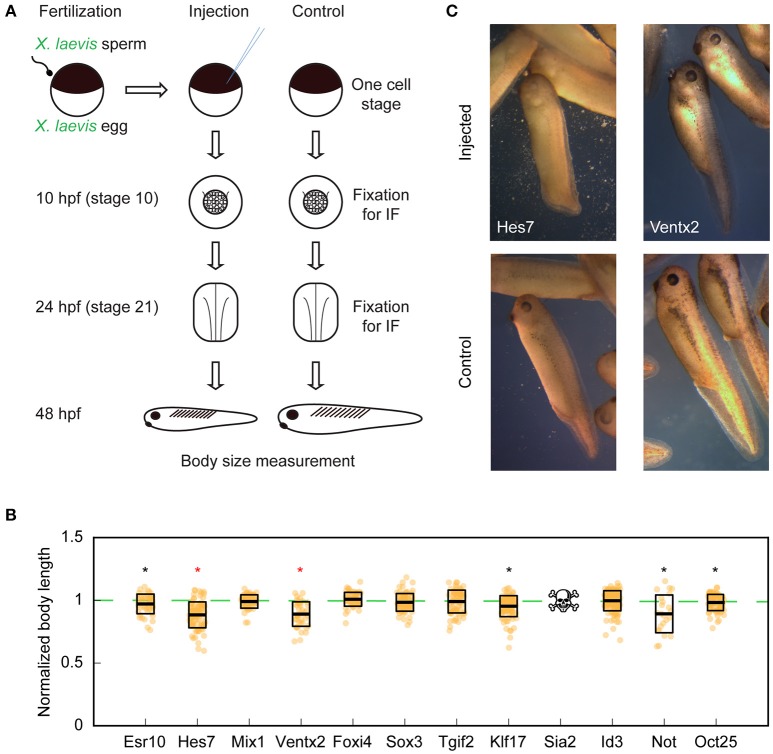
Organismal size in *X. laevis* embryos upon overexpression of candidate *X. tropicalis* transcription factors. **(A)** Workflow of candidate scaling factor screen. **(B)** Body length of tailbud stage injected *X. laevis* embryos. Thick line inside box = average length, upper and lower box boundaries = ±SD. Stars indicate the significance of the pooled results of 3 experiments with *p* < 0.05 (two-tailed heteroscedastic *t*-test). Red coloring indicates significance of each 3 individual technical replicates with *p* < 0.05 (two-tailed heteroscedastic *t*-test). Reduced number of measured embryos in Not is due to the fact that, overall, 67.5% of injected-embryos exogastrulated, indicating a developmental defect. **(C)** Representative images of injected *X. laevis* embryos 48 h post-fertilization. Hes7- (left) and Ventx2-injected (right) are shown (top) with corresponding controls (bottom). Images are at identical scale.

## Discussion

Little is known about how organisms scale in size and how size scaling is coordinated at the organismal, cellular, and subcellular levels. Uniquely, between the frogs *X. laevis* and *X. tropicalis*, linear size scaling is observed at the level of the genome, subcellular structures, cell, and organism. The specific factors that influence this phenomenon are unknown.

Generating viable *l*_e_ × *t*_s_ hybrids intermediate in genome size, cell size, and body size between *X. laevis* and *X. tropicalis* allowed us to examine whether size scaling in *Xenopus* results from differences in genome size alone, or whether gene expression plays a role. While genome size clearly correlates with cell and organism size in *l*_e_ × *t*_s_ hybrids, other factors likely influence these parameters. Even though the genome size of the *l*_e_ × *t*_s_ hybrid is closer to that of a wild type *X. laevis* embryo, the nuclear to cell size scaling curve tracked more closely with that of haploid *X. laevis* embryos. Moreover, changes in nuclear to cell size ratios in *l*_e_ × *t*_s_ hybrids began at zygotic genome activation, rather than in the early cleaving embryo, which lacks transcription and growth phases. It is therefore likely that size scaling in hybrids is at least in part a consequence of *X. tropicalis* paternal gene expression rather than from reduced genome size alone.

Two transcription factors from our screen, Ventx2 and Hes7, caused a significant decrease in body length, but did not cause a change in nuclear to cell size scaling as observed in the hybrid. Reduced head-to-tail body length may be caused by different mechanisms. Ventx transcription factors have been observed to maintain pluriopotency and inhibit cell differentiation during *Xenopus* embryogenesis (Scerbo et al., 2012). Therefore, overexpression may cause a developmental delay that interferes with tissue growth. Moreover, these transcription factors may affect only specific regions of the embryo. For example, in Hes7 injected embryos, tail length is shortened, whereas head and body length remain similar to *X. laevis* controls. Hes7 is essential for regulating somite segmentation in vertebrates via oscillatory expression in presomitic mesoderm. Dampening Hes7 oscillations either by deleting or overexpressing Hes7 causes somite fusion (Bessho et al., 2003; Takashima et al., 2011) which shortens tail length in mice (Hirata et al., 2004). Interestingly, mutation of Hes7 is similarly implicated in shortening tail length in cats (Xu et al., 2016) and miniaturization of dogs (Willet et al., 2015). It is also involved in human diseases such as spondylocostal dysostosis, which causes abnormal fusion of the bones of the ribs and spine, leading to a type of dwarfism characterized by a short trunk with normal-length arms and legs (Sparrow et al., 2013).

What then precisely regulates cell and subcellular scaling in *l*_e_ × *t*_s_ hybrids, and how can gene expression influence these parameters? We propose a model whereby cell size in *Xenopus* is largely dictated by genome size, but can be “fine-tuned” by differential gene expression. Such differential gene expression can also influence organism size, which may be uncoupled from cell size. Our study illustrates an example of both a unique model system and a screening approach to study biological size control and scaling. Future experiments will take advantage of the improving *Xenopus* genome assemblies to identify and screen other candidate genes, particularly those involved in other biological processes such as growth factor signaling and cell proliferation.

## Materials and Methods

### Xenopus Frogs

All animal handling and procedures were performed according to the Animal Use Protocol approved by the UC Berkeley Animal Care and Use Committee. Mature *X. laevis* and *X. tropicalis* frogs were obtained from NASCO (Fort Atkinson, WI).

### Generation of Viable *Xenopus l*_e_ × *t*_s_ Hybrid Embryos

*X. laevis* females were primed with 100 IU of pregnant mare serum gonadotropin (PMSG, National Hormone and Peptide Program, Torrance, CA) at least 48 h before use and boosted with 500 IU of HCG (Human Chorionic Gonadotropin CG10, Sigma) 14–16 h before experiments. *X. tropicalis* males were primed with 250 IU of HGC 24 h before dissection. To obtain testes, *X. tropicalis* males were euthanized by anesthesia through immersion in double-distilled (dd)H_2_O containing 0.15% MS222 (tricaine) neutralized with 5 mM sodium bicarbonate before dissection. Testes were collected in Leibovitz L-15 media (Gibco – Thermo Fisher Scientific, Waltham, MA) supplemented with 10% Fetal Bovine Serum (FBS; Gibco), and stored at room temperature until fertilization. To prepare the sperm solution, one testis was added to 1 mL of ddH_2_O in a 1.5 mL microcentrifuge tube, and homogenized using scissors and a pestle. *X. laevis* females were squeezed gently to deposit eggs onto petri dishes coated with 1.5% agarose in 1/10X MMR. Any liquid in the petri dishes was removed and the eggs were fertilized with 1 mL of sperm solution per dish. Fertilized embryos were swirled in the solution to form a monolayer on the bottom of the petri dish and incubated for 10 min with the dish slanted to ensure submersion of eggs. Dishes were then flooded with 1/10X MMR, swirled and incubated for 10 min. To remove egg jelly coats, the 1/10X MMR was completely exchanged for freshly prepared Dejellying Solution (2% L-cysteine in ddH_2_O-NaOH, pH 7.8). After dejellying, eggs were washed extensively (>4X) with 1/10X MMR before incubation at 23°C. At Nieuwkoop and Faber stage 2–3, fertilized embryos were sorted and placed in fresh 1/10X MMR in new petri dishes coated with 1.5% agarose in 1/10X MMR.

### Confirmation of Presence of Both *X. laevis* and *X. tropicalis* Genomes in *l*_e_ × *t*_s_ Hybrids

Genomic DNA was extracted from *l*_e_ × *t*_s_ hybrid embryos by incubating overnight in lysis buffer (50 mM Tris-HCl, 5 mM EDTA, 100 mM NaCl, 0.5% SDS) containing 250 μg/mL Proteinase K (Roche, Basel, Switzerland). DNA was isolated using Phenol-Chloroform extraction and ethanol precipitation. The genomic DNA was used as a PCR template for a single pair of primers that amplify a specific locus that differs ~100 bp in size between all 3 (sub)genomes. In *X. tropicalis*, the locus is on chromosome 5 and PCR product size is 510 bp. In *X. laevis*, one locus is on chromosome 5L for which the PCR product size is 408 bp and another one is on chromosome 5S for which the PCR product size is 305 bp. The sequences of the primer pair are fwd GTACTCTTCCCCAGCTTGCTG and rev GCCTGTATGGCTCCTAGGTTTTC.

### Generation of Wild Type *X. laevis* Embryos for Microinjection

Ovulations, euthanasias, dissections, and fertilizations were carried out as described above for *l*_e_ × *t*_s_ hybrids above, with the following modifications: *X. laevis* males were primed by injecting 500 IU of HCG 24 h before dissection. Dissected testes were collected in 1X Modified Ringer (MR) (100 mM NaCl, 1.8 mM KCl, 1 mM MgCl2, 5 mM HEPES-NaOH pH 7.6 in ddH_2_O), and stored at room temp for short periods, or at 4°C for up to 5 days. To make sperm solution, 1/3–1/2 of a testis was added to 1 mL of ddH_2_O in a 1.5 mL microcentrifuge tube.

### Generation of Haploid *X. laevis* Embryos

Euthanasia of males and dissection/collection of testes proceeded as described for *X. laevis* males above. 1/3–1/2 of a testis was added to 1.1 mL of ddH_2_O in a 1.5 mL microcentrifuge tube and homogenized with scissors and a pestle. The tube was briefly centrifuged using a benchtop microcentrifuge for several seconds to pellet large pieces of tissue. One mL of supernatant was removed, avoiding pieces of tissue, and transferred to a non-coated glass petri dish. The open dish was placed into a UV-Crosslinker (Stratalinker, Stratagene) and the sperm solution irradiated twice using 30,000 microjoules. The solution was swirled between the two irradiations. The irradiated sperm solution was then retrieved and used for fertilization by depositing at least 0.5 mL solution on top of freshly squeezed *X. laevis* eggs in a petri dish coated with 1.5% agarose in 1/10x MMR. Fertilization, dejelly, and embryo storage then proceeded as described for *l*_e_ × *t*_s_ hybrid embryos above.

### Embryo Video Imaging

Imaging dishes were prepared using a homemade PDMS mold designed to print a pattern of 1 mm large wells in agarose that allowed us to image 4 embryos simultaneously within the 3 × 4 mm camera field of view for each type of embryo. Embryos were imaged from stage 2. *X. laevis* and *l*_e_ × *t*_s_ hybrid or haploid videos were taken simultaneously using two AmScope MD200 USB cameras, (AmScope, Irvine, CA) each mounted on an AmScope SE305R stereoscope. Time lapse movies were acquired at a frequency of 1 frame every 10 s for 20 h and saved as Motion JPEG using a MATLAB (The MathWorks, Inc., Natick, MA) script. Movie post-processing (cropping, concatenation, resizing, addition of scale bar) was done using MATLAB and Fiji (Schindelin et al., 2012). All MATLAB scripts written for this study are available upon request. Two of the scripts used here were obtained through the MATLAB Central File Exchange: “videoMultiCrop” and “concatVideo2D” by Nikolay S.

### Imaging and Measurement of Tailbud, Tadpole, and Frog Body Size

Tailbud stage embryos were placed in an ice-cold agarose-coated imaging chamber and imaged at 12 × magnification using a Wild Heerbrugg M7A StereoZoom microscope coupled to a Leica MC170HD camera and Leica LAS X software. Tadpoles were imaged by placing in a petri dish filled with a limited amount of water to prevent depth-biased measurements. Images were taken with an iphone camera, including a ruler in the field of view. Tadpole measurements were stopped when the tail began to recede at the end of metamorphosis. Froglets were placed in a transparent-bottom container placed on a ruler and fill with a minimal amount of water, and imaged with an iphone camera. Images were analyzed and length measured head to tail for tadpoles, or head to cloaca for froglets. Length measurements were done using the line tool in Fiji.

### Erythrocyte Preparation and Measurements

A small drop of blood was collected from the frog foot with a sterile needle, and the drop was smeared on a slide. The smear was then fixed with methanol and stained with Giemsa stain (Sigma GS). Cell were imaged in brightfield using micromanager software (Edelstein et al., 2014) with an Olympus BX51 microscope equipped with an ORCA-II camera (Hamamatsu Photonics, Hamamatsu city, Japan).

### RNA Isolation and Sequencing

To isolate RNA, embryos at stage 9 were homogenized mechanically in TRIzol® (Thermo Fisher Scientific, Waltham, MA) using up to a 30-gauge needle and processed according to manufacturer instructions. After resuspension in nuclease-free H2O, RNAs were cleaned using a RNeasy kit (Qiagen Inc.) according to manufacturer instructions. Libraries were prepared using manufacturer's non-standard specific RNA-seq library protocol with poly-A capturing mRNA enrichment method (Illumina, CA, USA). The paired-end 2 × 100 bp reads were generated by the Genome Sequencing and Analysis Facility (GSAF) at the University of Texas at Austin using Illumina HiSeq 2000. Transcriptome data generated in this study are available from NCBI Gene Expression Omnibus (Series record GSE118382).

### Gene Expression Analysis

We mapped RNA-seq reads to the database of combined *X. laevis* and *X. tropicalis* transcriptome (available at http://genome.taejoonlab.org/pub/xenopus/annotation/; WorldCup_201407 version), using Bowtie1 (version 1.0). To prevent misalignment to other species, we applied stringent criteria, allowing no mismatches (–v 0), and ignoring a read mapped more than one target (–m 1). We estimated relative transcript abundance with “transcripts per million reads (TPM)” calculated by RSEM (version 1.2.19), and differential expression analysis was conducted using edgeR (version 3.36.1), with greater than 2-fold changes and false discovery rate (FDR) less than 0.05 cutoff to determine the significance.

### Gene Ontology Analysis

We conducted Gene Ontology analysis with Panther DB (version 13.1). For statistical analysis for overrepresented terms, we used Fischer's exact test and FDR adjustment, and applied FDR < 0.05 as a significance cutoff. To validate our list of candidates, we searched Xenbase (http://www.xenbase.org/) using the gene name as the query.

### Cloning and mRNA Synthesis of Candidate Transcription Factors

Total RNA was isolated from *X. tropicalis* embryos as described above in “RNA isolation and sequencing,” and cDNA was synthesized from RNA using the SuperScript III First Strand Synthesis system (Invitrogen- Thermo Fisher Scientific, Waltham, MA) according to manufacturer instructions. Transcription factor sequences were then PCR-amplified from the cDNA using the following primer sequences (all are written 5′-3′) concatenated with ~30 bp plasmid-homologous sequences: Esr10, fwd ATGGCTCCTTACAGCGCTAC, rev TTCTCTGGAGACCCTGGAAC; Sox3, fwd ATGTATAGCATGTTGGACAC, rev CTGTACCGCTCACTCACATA; Foxi4.2, fwd ATGAACCCAGTCCAGCAACC, rev CTTTGTACCAGGGAAGGTAC; Hes7.1, fwd ATGAAGGGAGCGAGTGAAGT, rev AGACCTGGAGACCTTGGGTA; Mix1, fwd ATGGACTCATTCAGCCAACA, rev TCTGTGTGCTCCTCCACCTT; Tgif2, fwd ATGATGAATTCGACTTTTGA, rev TCACGACAAGCACCCCCAAT; Ventx2.1, fwd ATGAACACAAGGACTACTAC, rev TTGGGCAGCCTCTGGCCTAC; Klf17, fwd ATGAGTGTGGCTTTCTCAAC, rev CATGTGTCTCTTCATGTGCAG; Not, fwd ATGTTACACAGCCCTGTCTTTC, rev CAGTTCAACATCCACATCATC; Oct25 fwd ATGTACAGCCAACAGCCCTTC, rev ACCAATATGGCCGCCCATGG; Sia2 fwd ATGACTTGTGACTCTGAGCTTG, rev GCCCCACATATCCGGATATTG; Id3 fwd ATGAAAGCCATCAGCCCAGTG, rev GTGGCAGACACTGGCGTCCC. These amplified sequences were then subcloned using Gibson assembly (New England Biolabs, Ipswich, MA) into a PCS2 expression vector obtained at the 2013 Advanced Imaging in *Xenopus* Workshop from the Wallingford lab (UT Austin, USA). mRNAs were synthetized from these expression constructs using mMessage mMachine SP6 Transcription Kit (Ambion – Thermo Fisher Scientific, Waltham, MA) following the manufacturer protocol. The mRNAs were then purified using Phenol-Chloroform extraction, resuspended in ddH_2_O, aliquoted and stored at −80°C.

### Microinjection of Candidate Transcription Factors Into *Xenopus* Embryos

Stage 1 (one-cell) embryos about 30 min post-fertilization were transferred into a mesh-bottom dish containing 1/9X MMR 3% Ficoll for microinjection. Injections were done using a Picospritzer III microinjection system (Parker, Hollis, NH) equipped with a MM-3 micromanipulator (Narishige, Amityville, NY). To mimic overexpression of each transcription factor, each embryo was injected with 750 picograms of mRNA, a dose we determined was large enough to see phenotypes, but was not associated with embryo toxicity. Injected embryos were transferred to a new dish coated with 1.5% agarose in 1/10x MMR, and incubated at 23°C in 1/9X MMR 3% Ficoll for at least 6 h. The embryos were then transferred to fresh 1/10x MMR in a new agarose-coated dish, and incubated at 23°C with buffer changes into fresh 1/10x MMR several times daily until ready for fixation or imaging.

### Embryo Whole Mount Immunofluorescence

Embryos at the desired developmental stage were fixed for 1 h using MAD fixative (2 parts methanol [Thermo Fisher Scientific, Waltham, MA], 2 parts acetone [Thermo Fisher Scientific, Waltham, MA]), 1 part DMSO [Sigma]). After fixation, embryos were dehydrated in methanol and stored at −20°C. Embryos were then processed as previously described (Lee et al., 2008) with modifications. Following gradual rehydration in 0.5 × SSC (1X SSC: 150 mM NaCl, 15 mM Na citrate, pH 7.0), embryos were bleached with 1–2% H_2_O_2_ (Thermo Fisher Scientific, Waltham, MA) in 0.5 × SSC containing 5% formamide (Sigma) for 2–3 h under light, then washed in PBT (137 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_, 0.1% Triton X-100 [Thermo Fisher Scientific, Waltham, MA]) and 2 mg/mL bovine serum albumin (BSA). Embryos were blocked in PBT supplemented with 10% goat serum (Gibco–Thermo Fisher Scientific, Waltham, MA) and 5% DMSO for 1–3 h and incubated overnight at 4°C in PBT supplemented with 10% goat serum and primary antibodies. The following antibodies were used to label tubulin and DNA, respectively: 1:500 mouse anti-beta tubulin (E7; Developmental Studies Hybridoma Bank, Iowa City, IA), and 1:500 rabbit anti-histone H3 (ab1791; Abcam, Cambridge, MA). Embryos were then washed 4 × 2 h in PBT and incubated overnight in PBT supplemented with 1:500 goat anti-mouse or goat anti-rabbit secondary antibodies coupled either to Alexa Fluor 488 or 568 (Invitrogen–Thermo Fisher Scientific, Waltham, MA). Embryos were then washed 4 × 2 h in PBT and gradually dehydrated in methanol. Embryos were cleared in Murray's clearing medium (2 parts of Benzyl Benzoate, 1 part of Benzyl Alcohol).

### Confocal Imaging and Measurement of Embryos, Cells and Nuclei After Whole Mount Immunofluorescence

Embryos were placed in a chamber made using a flat nylon washer (Grainger, Lake Forest, IL) attached with nail polish (Sally Hansen, New York, NY) to a slide, filled with Murray's clearing medium, and covered by a coverslip (Beckman coulter, Brea, CA) for confocal microscopy. Confocal microscopy was performed on a Zeiss LSM 780 NLO AxioExaminer running the Zeiss Zen Software. Embryos were imaged using a Plan-Apochromat 20 × /1.0 water objective and laser power of 12%, on multiple 1024 × 1024 pixel plans spaced 0.68 μm apart in Z.

Nuclear area was measured in Fiji using the ellipse tool. From this, we calculated the diameter of a circle of the same area, a value that we could directly compare the cell size determined through the measurement of the cell diameter at the nucleus central plane. To test whether the nuclear to cell size scaling significantly depends on the embryo types or whether embryos were microinjected or not, we ran an analysis of covariance (ANOCOVA test) using the ‘aoctool’ in MATLAB with a “separate lines” model.

### Protein Sequence Alignments

Multiple sequence alignments were performed using Clustal Omega (default parameters). Sequence identities and similarities were determined by pairwise alignments using EMBOSS Needle (default parameters).

## Author Contributions

RH and RG designed the project. RG and RA characterized and measured nuclear and cell sizes in hybrids and haploids. TK performed the transcriptome analysis. KM and RG cloned the candidates and conducted the screen. KM measured nuclear and cell sizes in injected embryos. KM wrote the manuscript with inputs from RH and RG.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

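Polyadenylated RNA of whole stage 9 embryos was sequenced in 8 libraries, 2 each of *X. laevis*, *l*_e_ × *t*_s_, *t*_e_ × *l*_s_ and *X. tropicalis* embryos, numbered 1 and 3 in every group. The paper compares *l*_e_ × *t*_s_ with *X. laevis* embryos, and the libraries of *t*_e_ × *l*_s_ and *X. tropicalis* embryos are not reported in it. Groups and replicate numbers were taken from the sample labels, and for *X. laevis* and *l*_e_ × *t*_s_ also from the columns of Supplementary Table S1. The text of the series speaks of more replicates than the 2 libraries per group that the labels and Supplementary Table S1 show, and n = 2 was used.

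The authors mapped the reads with Bowtie to a combined *X. laevis* and *X. tropicalis* transcript database, with no mismatch and unique targets only, and the values they deposited are TPM from RSEM, with 1 value per transcript and library. The database gives each transcript a species, a gene symbol where one was assigned, and an identifier, which are used here as deposited. The authors tested for differential expression with edgeR on the reads. No genome or annotation was used here, so positions of the transcripts are not given.

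The TPM table holds 34647 transcripts, each above 0 in at least 1 library. The number of reads per library is unknown, because TPM gives each transcript as a share of its library. Relative numbers of reads were estimated from transcripts at 0.03 to 0.3 TPM in both of 2 libraries, as the median of the log2 ratios within 0.1 of the commonest ratio, in bins of 0.05. Between 23.9% and 39.1% of the transcripts lay at that ratio. No counting intervals are given.

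All tests were run in R 4.3.3 with limma 3.58.1. The values were log2(TPM + 1), transcripts were kept at a TPM of 1 or more in at least 2 of the libraries fitted, and lmFit and eBayes with a mean trend were applied to the 2 groups of a comparison alone, without a block. Transcripts were called at an adjusted p under 0.05 (Benjamini-Hochberg over both species) with an absolute log2 difference above 1. The comparison of *t*_e_ × *l*_s_ with *X. tropicalis* embryos was made in the same way. The test was run on simulated data with 200 transcripts changed by 4 on the log2 scale. For *l*_e_ × *t*_s_ against *X. laevis*, where a difference shared by libraries of one number was simulated, 85.5% of the 200 were recovered without the block and 100% with it, among 17654 transcripts tested. For *t*_e_ × *l*_s_ against *X. tropicalis* these shares were 94% and 100%, among 11963 transcripts tested. There were 0 false calls in each of these 4 runs. The changed transcripts were drawn by abundance and not by species, and their noise depended on abundance alone. They were not made like the *X. tropicalis* transcripts of *l*_e_ × *t*_s_, most of them near 0 in *X. laevis* with hybrid replicates far apart. The recovered shares are therefore not the power of the test for those transcripts.

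Detection of *X. tropicalis* transcripts in *l*_e_ × *t*_s_ was counted at 1 TPM, with the exchanged groups as background. Transcription factor symbols were compared by a one-sided Fisher's exact test over symbols. The *X. laevis* transcripts that share a symbol with Supplementary Table S1 were tested as a set with camera (preset correlation 0.01) and with fry, and their median was set among 10000 random lists matched on mean TPM in 20 bins. Symbols called from the sperm's species in both crosses were compared by a one-sided Fisher's exact test; the crosses share no libraries.

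The tests, the alternatives and the rule for the transcripts named were written before the data were examined. The rule names the 13 *X. tropicalis* transcripts of the screened factors and the *X. laevis* transcript of *not*, and up to 5 further called transcripts of each species and direction, of which there were none. The values of Supplementary Table S1 had been read before the rule was written. The alternatives were a pseudocount of 0.1 or 0.5, no filter or a filter at 5 TPM, quantile normalization, TPM rescaled to the transcripts of the egg's species, all 4 groups in 1 fit, the replicate number as a block, no mean trend, a robust spread, adjustment within each species, no cutoff on fold change, and each replicate left out in turn. The use of the Supplementary Table S1 transcripts as the called group for the symbol test was added after the data were seen. Measurements of cell, nuclear and body size in the paper have no values in the table and were not analysed here.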

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

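The tests of explanations in this part were chosen after the counts had been seen. The libraries of *t*_e_ × *l*_s_ embryos are not reported in the paper, and *X. laevis* transcripts appear in them above the level in *X. tropicalis* embryos. The paper describes this cross as inviable, with death of the late blastula at about the time of genome activation. With both *t*_e_ × *l*_s_ libraries at 1 TPM or more and both *X. tropicalis* libraries under 1 TPM, 399 *X. laevis* transcripts were detected only in the hybrid, carrying 282 gene symbols, at a median of 2.71 TPM. A level of 5 TPM gave 67 transcripts against 0 with the groups exchanged, and a level of 0.5 TPM gave 664 against 3. Limma's test of *t*_e_ × *l*_s_ against *X. tropicalis* embryos, without the replicate block, called 0 of 12073 transcripts. The lowest adjusted p was 0.0609, and 565 transcripts had an unadjusted p under 0.05. With a log2 difference above 1 as well, 389 *X. laevis* transcripts were higher in *t*_e_ × *l*_s_ and 0 were lower. At the same cut 99 *X. tropicalis* transcripts were lower and 6 were higher. With the replicate number as a block, 327 *X. laevis* transcripts were called higher. That fit also called 122 *X. tropicalis* transcripts lower and 5 higher.

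*X. tropicalis* reads assigned to *X. laevis* transcripts would appear in both groups, since both hold *X. tropicalis* RNA, but only 3 transcripts met the condition at 1 TPM with the groups exchanged. *X. laevis* RNA or embryos mixed into the *t*_e_ × *l*_s_ samples would bring the abundant egg transcripts of *X. laevis* with them. The 100 most abundant *X. laevis* transcripts reached a median of 0.0638% of their *X. laevis* level in *t*_e_ × *l*_s_ (0.0382% in *X. tropicalis*), while the 399 transcripts reached a median of 10%, a level that 1 of the 100 exceeded. Both explanations are argued against by these values. Expression from the *X. laevis* genome brought by the sperm predicts that the same genes come on from the sperm in the other cross. There were 7969 symbols at 1 TPM or more in embryos of their own species and under 1 TPM in those of the other. Of these, 124 met the detection condition for the sperm's species in *l*_e_ × *t*_s_ and 215 in *t*_e_ × *l*_s_. The crosses shared 75, where 3.35 would be shared by chance (odds ratio 84.1, one-sided Fisher's exact test, p = 5.08e-90). A candidate explanation is therefore that stage 9 embryos of both crosses transcribe an overlapping set of genes from the sperm genome. RNA carried by the sperm itself was not tested and stays open. A mixture of *X. tropicalis* RNA into the *l*_e_ × *t*_s_ samples was not examined, so transcripts near 1 TPM there may be background.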

How the results depend on the processing

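The added comparison of Supplementary Table S1 symbols was chosen after the data were seen; the other alternatives were not. The fits of *l*_e_ × *t*_s_ against *X. laevis* gave 0 calls in each species and direction under a pseudocount of 0.1 or 0.5, no filter, a filter at 5 TPM, quantile normalization, rescaling to the egg's species, no mean trend, a robust spread and no cutoff on fold change. Where a count moved, the cause was not tested, and what the replicate block changes by its design is given below.

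With the replicate block, *X. tropicalis* transcripts higher in *l*_e_ × *t*_s_ rose to 114, *X. laevis* transcripts lower to 25 and higher to 2, transcription factor symbols called to 41, *X. laevis* transcripts higher in *t*_e_ × *l*_s_ to 327, *X. tropicalis* transcripts lower in *t*_e_ × *l*_s_ to 122 and symbols shared by the crosses to 51. Each group holds numbers 1 and 3, so the replicate block cannot change a log2 difference. The median of the *X. laevis* counterparts stayed at -0.34 with it for that reason, which is no sign of stability. Libraries with the same number deviated together: the difference between replicates 1 and 3 correlated across transcripts at 0.764 between *X. laevis* and *l*_e_ × *t*_s_ and at 0.842 between *t*_e_ × *l*_s_ and *X. tropicalis*. Between *X. laevis* and *l*_e_ × *t*_s_ it was 0.783 over *X. laevis* transcripts and 0.215 over *X. tropicalis* transcripts. Neither the paper nor the labels say what the number marks, and with 2 pairs per comparison the numbers were not taken to pair the samples. The fit without the block counts the shared deviation as spread within the groups. Its 0 calls therefore do not show that the groups are alike.

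Adjustment within each species, which spreads the correction for *X. tropicalis* transcripts over 482 tests in place of 17526, gave 81 *X. tropicalis* transcripts higher in *l*_e_ × *t*_s_, 33 transcription factor symbols, 389 *X. laevis* transcripts higher in *t*_e_ × *l*_s_ and 39 shared symbols. Fitting all 4 groups gave 4 *X. tropicalis* transcripts higher in *l*_e_ × *t*_s_, 3 transcription factor symbols, 131 *X. laevis* transcripts higher and 2 *X. tropicalis* transcripts lower in *t*_e_ × *l*_s_, and 1 shared symbol. For *X. laevis* transcripts higher in *t*_e_ × *l*_s_, a pseudocount of 0.1 gave 229, a pseudocount of 0.5 gave 26 and no mean trend gave 183. The Supplementary Table S1 transcripts as the called group gave 18 transcription factor symbols.

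Each replicate was also left out in turn, with the lone library assumed to vary as the other group does. Counts of calls from these fits are not read here. Without a *l*_e_ × *t*_s_ library the filter removes transcripts found only in the hybrid, and 2 of the 14 named transcripts kept a value. Leaving out each replicate in turn gave 187 to 427 *X. tropicalis* transcripts detected only in *l*_e_ × *t*_s_. Detection at 0.5 TPM gave 279 of these and at 5 TPM gave 55. The *X. tropicalis* share of the TPM of *l*_e_ × *t*_s_ fell from 0.849% to 0.443% without the 10 most abundant transcripts and lay between 0.678% and 1.02% with 1 library left out. The median of the *X. laevis* counterparts kept its sign under each alternative, from -0.20 without *l*_e_ × *t*_s_ replicate 3 to -0.74 without *znf* symbols. The median log2 ratio of *l*_e_ × *t*_s_ replicate 1 to 3 over the *X. tropicalis* transcripts of Supplementary Table S1 lay between 1.50 and 1.61. For the 14 named transcripts, 169 values under the alternatives kept their direction and their side of the threshold and 30 passed it that had not. The reads of *l*_e_ × *t*_s_ replicate 3, at 0.439 times those of *X. laevis* replicate 1, limit the values of low transcripts there.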

Differences from the paper's values

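The paper reports 41 *X. tropicalis* transcripts more abundant in *l*_e_ × *t*_s_ than in *X. laevis* embryos, and 0 were called here. The paper reports 1 *X. laevis* transcript less abundant, and 0 were called here. None of the alternatives set before the data were examined gave a count within 1.5 times of the paper's. Several called transcripts of the paper's table: the replicate block called all 42 of them among 114 *X. tropicalis* and 25 *X. laevis* transcripts, adjustment within each species called 39 among 81 *X. tropicalis* transcripts, the fit of all 4 groups called 3 among 4, and the fit without *X. laevis* replicate 1 called 1. The remaining alternatives called 0 of the 42.

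The log2 fold changes of the screened factors are larger in the paper's table than on the log2(TPM + 1) scale used here. The paper's value for *not* is 7.916 against 5.77 here, for *klf17* 8.077 against 5.63, for *hes7* 7.048 against 5.18, for *foxi4* 8.212 against 5.13, for *id3* 8.375 against 5.14, for *esr10* 6.632 against 4.75 and for *oct25* 7.115 against 4.80. The paper's value for *sox3* is 4.083 against 3.60, for *ventx2* 7.469 and 6.451 against 4.42 and 3.46, for *sia2* 7.2 against 4.27, for *tgif2* 6.847 against 3.76 and for *mix1* 6.429 against 3.34. For *foxi4*, *id3*, *sia2*, *tgif2*, *mix1* and both transcripts of *ventx2*, which are listed at 0 in both *X. laevis* libraries, the values here are set by the pseudocount and are neither folds nor lower bounds, so their distance from the paper's values, or their approach to them under another pseudocount, carries no information on abundance. Of the other 6, all 6 came within the standard error of the paper's values with a pseudocount of 0.1, and 1, *sox3*, with a pseudocount of 0.5. Without *l*_e_ × *t*_s_ replicate 3, *sox3* was the single one with a value, and it lay within the standard error. Under the other alternatives, 0 of the 6 did. The 7 transcripts listed at 0 also came within it with a pseudocount of 0.1, and under no other alternative that gave them a value. For the *X. laevis* transcript of *not* the paper's -1.84 and the -1.89 here differ by less than the standard error, as they do under each alternative except those that leave out a *l*_e_ × *t*_s_ library, which gave -2.47 without replicate 1 and -1.31 without replicate 3. Over all 42 transcripts the sign was the same.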

Other observations

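The tests of explanations in this part were chosen after the results they concern had been seen. The set test of the *X. laevis* counterparts was planned.

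The libraries of one egg species that share a number deviated together. Of 17044 *X. laevis* transcripts tested, 110 differed more than 8-fold between the *X. laevis* replicates, and in *l*_e_ × *t*_s_ all 110 differed in the same direction. In 90 the difference passed 8-fold in both groups in the same direction, and in 0 in opposite directions. For *X. tropicalis* eggs, 48 of 11559 *X. tropicalis* transcripts differed more than 8-fold between the *X. tropicalis* replicates, all 48 went the same way in *t*_e_ × *l*_s_, and 36 against 0 passed 8-fold in both. A library batch shared by all 4 groups of one number would move the same genes in the other species, but across 8644 symbols the Pearson r between the replicate differences of *X. laevis* and *X. tropicalis* embryos was 0.0166 (0.0858 between *l*_e_ × *t*_s_ and *t*_e_ × *l*_s_), against 0.738 between *X. laevis* and *l*_e_ × *t*_s_ over the same symbols. That the libraries of one number came from eggs of one female is a candidate explanation that was not tested, since the 90 transcripts are the pattern itself and any factor shared by the libraries of one egg species and number would give them. Because no mismatch was allowed in mapping, alleles that differ from the database may add to such differences, and sequence variants were not examined.

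The *X. tropicalis* transcripts of Supplementary Table S1 were higher in *l*_e_ × *t*_s_ replicate 1 than in replicate 3 for 39 of 41, with a median log2 ratio of 1.50 on the log2(TPM + 1) scale. In *t*_e_ × *l*_s_ and in *X. tropicalis* embryos the same transcripts had medians of -0.71 and -0.45. The ratio compares single libraries and was not tested. A few abundant *X. tropicalis* transcripts taking up TPM in replicate 3 are argued against, since the 10 most abundant held 0.664% of its TPM. The lower number of reads in replicate 3 would scatter the ratios to both sides, and 39 of 41 lay on one side. An earlier point of genome activation in the clutch behind replicate 3 stays open. It predicts higher *X. laevis* counterparts in *X. laevis* replicate 1 as well, and their median log2 ratio was 0.227 in *X. laevis* and 0.466 in *l*_e_ × *t*_s_, at percentiles 99.2 and 99.8 of 10000 matched random lists. The 399 *X. laevis* transcripts detected only in *t*_e_ × *l*_s_ had a median of 0.22 in *X. laevis*, above the 0.054 of all *X. laevis* transcripts tested, but of 0.14 in *l*_e_ × *t*_s_, below the 0.17 of all tested, which goes against the prediction there. Both lists include RNA laid down in the egg, and their gaps are smaller than 1.50. Embryos without *X. tropicalis* chromosomes mixed into replicate 3 would lower every transcript by one ratio. The ratios had an SD of 0.768, from -0.35 to 3.25, but how far such ratios scatter without any mixing is not known, so a mixture cannot be told apart from a difference between clutches.

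The *X. laevis* transcripts that share a symbol with Supplementary Table S1 were lower in *l*_e_ × *t*_s_, which has 1 *X. laevis* chromosome set from the egg where *X. laevis* embryos have 2 from egg and sperm. Over 81 transcripts of 23 symbols the median log2 difference was -0.34 and the mean -0.51, 60 were lower, and the median lay below all 10000 random lists (2.5th to 97.5th percentile -0.06 to 0.09). The set was lower with camera's preset correlation (p = 1.03e-15), but not with fry (p = 0.138) or an estimated correlation (p = 0.0918). Limma's fry fell under 0.05 with quantile normalization (0.0355) and with all groups fitted together (0.0349), and the estimated correlation did so with quantile normalization (0.0448). Neither did under the other alternatives. *X. tropicalis* transcripts taking up TPM are argued against, since *X. laevis* transcripts kept at least 98.979% of each *l*_e_ × *t*_s_ library. The hypothesis of a lower gene dose was examined on transcripts chosen in the other cross. The *X. laevis* transcripts detected only in *t*_e_ × *l*_s_ had a median of -0.15 in *l*_e_ × *t*_s_ against *X. laevis* over 375 tested, with random lists between -0.03 and 0.04. This list shares symbols with the counterparts, and without the 30 transcripts of Supplementary Table S1 symbols the median was -0.12 over 345 tested, with random lists again between -0.03 and 0.04. The *X. tropicalis* transcripts detected only in *l*_e_ × *t*_s_ had a median of -0.50 in *t*_e_ × *l*_s_ against *X. tropicalis* over 178 tested, with random lists between -0.02 and 0.01, and of -0.33 over 144 tested without the 34 transcripts of those symbols. The values without those symbols are consistent with fewer copies of the egg's genome at its activation. A delay of development in the hybrids would also lower such transcripts and was not tested. The paper describes *t*_e_ × *l*_s_ embryos as dying at about genome activation. Their lower *X. tropicalis* transcripts therefore cannot be read as those of a healthy cross, and failing embryos were not told apart from a lower gene dose.

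For the screened factors, the TPM of both species was summed by symbol. Of the 12 factors, 11 have *X. laevis* transcripts under the same symbol, and *oct25* has none under that name. The *X. laevis* sum was lower in both *l*_e_ × *t*_s_ libraries than in both *X. laevis* libraries for 6 of the 11 and higher in both for 0, where chance gives 16.7% for each order. The sum over both species was higher in both *l*_e_ × *t*_s_ libraries for 2, *esr10* and *mix1*, lower in both for 1, *hes7*, and overlapped for 8. These orders leave out that libraries of one number deviate together. Compared within each number, the *X. laevis* sum was lower in both numbers for 9 of the 11, and the sum over both species was higher in both for 4, lower in both for 4 and opposite for 3, where chance gives 25% for each direction in both numbers. The *X. tropicalis* part of the sum in *l*_e_ × *t*_s_ ranged from 2.76% for *sox3* to 90.4% for *esr10*. Symbols were matched by name alone and no test was made of these sums.

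*X. tropicalis* transcripts held 0.312% of the TPM in *X. laevis* embryos. The 22 that stood at 10 TPM or more in both *X. laevis* libraries made up 49.4% of this signal. For these 22, picked for their high values, *X. tropicalis* RNA mixed into the *X. laevis* samples is argued against, because they reached a median of 13.7% of their *X. tropicalis* level there while the 100 most abundant *X. tropicalis* transcripts of *X. tropicalis* embryos reached a median of 0.172%. For the other *X. tropicalis* transcripts, which held 0.158% of the TPM, such a mixture stays open, since 0.172% is close to that share. Reads of *X. laevis* RNA that match an *X. tropicalis* transcript and no *X. laevis* transcript of the database are a candidate source of either part, which was not tested. The transcripts of *stim1*, *tnnt2* and *ctsb*, which stood at up to 809, 108 and 150 TPM in *X. laevis*, reached 4987, 754 and 357 TPM in *l*_e_ × *t*_s_ replicate 3, and the cause of this rise in a single library was not tested.

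Symbols called from the sperm genome in both crosses numbered 0, since no transcript was called in either. With the replicate block 51 symbols were shared among 128 that could be, of 53 called in *l*_e_ × *t*_s_ and 93 in *t*_e_ × *l*_s_ (one-sided Fisher's exact test, p = 9.11e-08).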
